A study of Homo sapiens with 6 samples.

How the data were processed

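Total RNA of the human myeloma cell line KMS27 was sequenced in 6 libraries. Per the labels, 3 libraries came from wild type cells and 3 from cells with HA-TAZ overexpression. KMS27 is an established line of malignant plasma cells. HA is a short peptide tag, and TAZ, encoded by WWTR1, is a transcriptional coactivator that is regulated by the Hippo pathway together with its paralogue YAP1. Per the labels' protocols, the RNA was treated with DNase, ribosomal RNA was depleted, and stranded libraries of total RNA were sequenced from both ends. Total RNA without selection for poly(A) contains unspliced RNA and abundant short RNAs, so a few non-coding RNAs can take a large part of a library.

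The authors deposited TPM, an abundance corrected for transcript length and relative to all transcripts of a library, for 215170 transcripts in the 6 libraries. The deposited TPM values have the same sum in each library, so they state shares of a library and carry no read depth. The depth of each single library was therefore unknown, and the precision of a value was judged from the spread between the 3 libraries of a group. The authors also deposited a table of their own comparison, which per the file headers and its name is a Wald test by sleuth for each transcript. Per the file headers it gives p-values and q-values, where the q-value is the authors' p-value adjusted for multiple testing. Its effect is a natural log of HA-TAZ over control, per the file headers and the values, and its mean per transcript is a natural log of scaled estimated counts by the authors. The authors' deposited table gave statistics for 109487 transcripts and none for 105683. The estimated counts implied by the means in the authors' deposited table add up to 52795484 for a typical library, a sum of geometric means that lies at or below the mean depth. Genes with a mean TPM from 0.8 to 1.2 had a median of 37.4 such estimated counts in the authors' deposited table, with quartiles of 18.5 and 95.3, which corresponds to a counting error of about 16.3% for the median gene in a library. The quantifier, the genome build and the annotation release are not stated in the labels or the headers, so no coordinates are given. Whether the quantification used the strand is not stated either, so values of overlapping and antisense genes are uncertain. All 6 columns of values per library were used.

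The columns of the HA-TAZ libraries carry TAZ and a number, as the sample titles do, and these libraries are called HA-TAZ 1, HA-TAZ 2 and HA-TAZ 3. The other 3 columns carry the name scr and a number, and this name is in no label and its meaning is not stated. They were taken as the wild type group by elimination, since the table has 3 columns that do not name TAZ and the series has 3 samples that are not HA-TAZ. Which of these columns belongs to which wild type sample is unknown, so they are called control a, control b and control c. The titles of the wild type samples carry HA as well, and whether the control cells were given a construct is not stated in the treatment label.

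Transcript TPM was summed per Ensembl gene ID with the pairing of transcripts, gene IDs and symbols in the authors' deposited table, which gave 63677 genes. Each gene ID was kept apart. Of the tested genes, 2588 share their symbol with another tested gene, and 1510 have the same 6 values as another tested gene. Copies of genes on alternative haplotypes, such as those of the HLA region, split reads in this way, and their values are uncertain. GENCODE release 29 was used only for gene types, transcript structures and for whether a gene lies inside another. It held a type for 82.5% of the gene IDs. A table of current names held a symbol for 52181 gene IDs.

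Genes with a mean TPM of at least 1 over the 6 libraries were tested, which left 22651 genes. The TPM of each library was divided by its median-of-ratios factor, computed over 21512 genes above 0 in all libraries. The factors were 0.866, 0.967 and 0.890 for HA-TAZ 1, HA-TAZ 2 and HA-TAZ 3, and 1.21, 1.09 and 1.06 for control a, control b and control c. Scaled TPM below means TPM divided by this factor. The test was limma with an intensity trend on log2(scaled TPM + 1), two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p-value. Fold changes are on this log2 scale, which understates changes of genes near the pseudocount of 1. Transcripts were tested in the same way. Single values were compared with an exact two-sided permutation test, whose smallest p-value for 3 against 3 libraries is 0.1. The analysis used R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

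Before the data were examined, 6 gene lists were fixed. They hold 22 target genes of YAP and TAZ, 58 MYC targets, 94 cell cycle genes, 15 plasma cell genes, 25 interferon-stimulated genes and 24 p53 targets. Lists were tested with camera at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 6 lists, and beside it with fry and with camera at an estimated correlation. Lists of B cell markers, monocyte markers and NF-kB target genes were written later, for the closing observations. The genes named in the text follow a rule that was also fixed before the data were examined. It names WWTR1, YAP1, TEAD1, TEAD2, TEAD3, TEAD4, MYC and AATF whatever their result. It adds the 6 largest rises and the 6 largest falls among protein-coding genes with an adjusted p-value under 0.05 and no overlap between the groups. For each list it adds up to 4 members with the smallest adjusted p-value, if under 0.05. Genes named outside the rule are marked as chosen after their values were seen.

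The procedure was tested on simulated data for 22216 genes with the means and spreads of the real ones. Of 200 genes given a change, 81.0% were called with the right sign, with 89.0% of those changed 4-fold and 73.0% of those changed 2-fold. Of the genes left unchanged, 12 were called. Of the lists left unchanged, 0 had an adjusted p-value under 0.05. The simulated genes varied independently of each other. In the real data the correlation between members was estimated at 0.166 for the MYC targets and 0.175 for the cell cycle genes. The simulation therefore does not check the list p-values for correlated members.

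The alternatives were a pseudocount of 0.1, no filter on level, a mean TPM of at least 5, TPM as deposited without rescaling, quantile normalization, protein-coding genes only, limma without trend, and each of the 6 libraries left out in turn. Merging genes of the same symbol was added after seeing the data. A count test and a fit with a replicate block had also been planned and were not run. The TPM table holds no counts, and the control columns could not be tied to numbered samples.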

Results

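The series compared the transcriptome of KMS27 myeloma cells with HA-TAZ overexpression with that of wild type KMS27 cells, with 3 libraries in each group. Its title places TAZ in an axis with Che-1, the product of AATF, and a microRNA in multiple myeloma. The question was which transcripts change when TAZ is overexpressed. All values are TPM by the authors, a share of each library, and the depth of each single library was unknown. Means in the authors' deposited table implied 52795484 estimated counts for a typical library. The control libraries were assigned to the wild type group by elimination.

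WWTR1 (ENSG00000018408), which encodes TAZ, was examined first because it checks the labels. It was at 293, 306 and 293 TPM in HA-TAZ 1, HA-TAZ 2 and HA-TAZ 3, and at 2.69, 2.22 and 1.69 TPM in control a, control b and control c. The means were 297 ± 7.42 TPM (SD, n = 3) and 2.20 ± 0.497 TPM (SD, n = 3), a ratio of 135. The groups did not overlap, and the exact two-sided permutation test gave p = 0.1, the smallest value this design allows. In the test over all genes, the log2 fold change was 6.80 with a standard error of 0.09 (limma, Benjamini-Hochberg adjusted p = 1.14e-05). Of the alternatives, the pseudocount of 0.1 moved it most, to 7.33. The rise was carried by 3 transcripts. ENST00000467467.1 was at 169 ± 11.9 TPM (SD, n = 3), ENST00000485352.1 at 82.6 ± 9.76 TPM (SD, n = 3) and ENST00000494754.1 at 42.4 ± 5.53 TPM (SD, n = 3) in HA-TAZ libraries. The first 2 were listed at 0 in every control library, and ENST00000494754.1 was listed at 0.708 TPM in control b and at 0 in the others. ENST00000465804.1, which has the longest 3 prime untranslated region in GENCODE release 29, was at 0.281 ± 0.0160 TPM (SD, n = 3) in HA-TAZ and 0.489 ± 0.130 TPM (SD, n = 3) in control libraries.

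**Figure D1:**
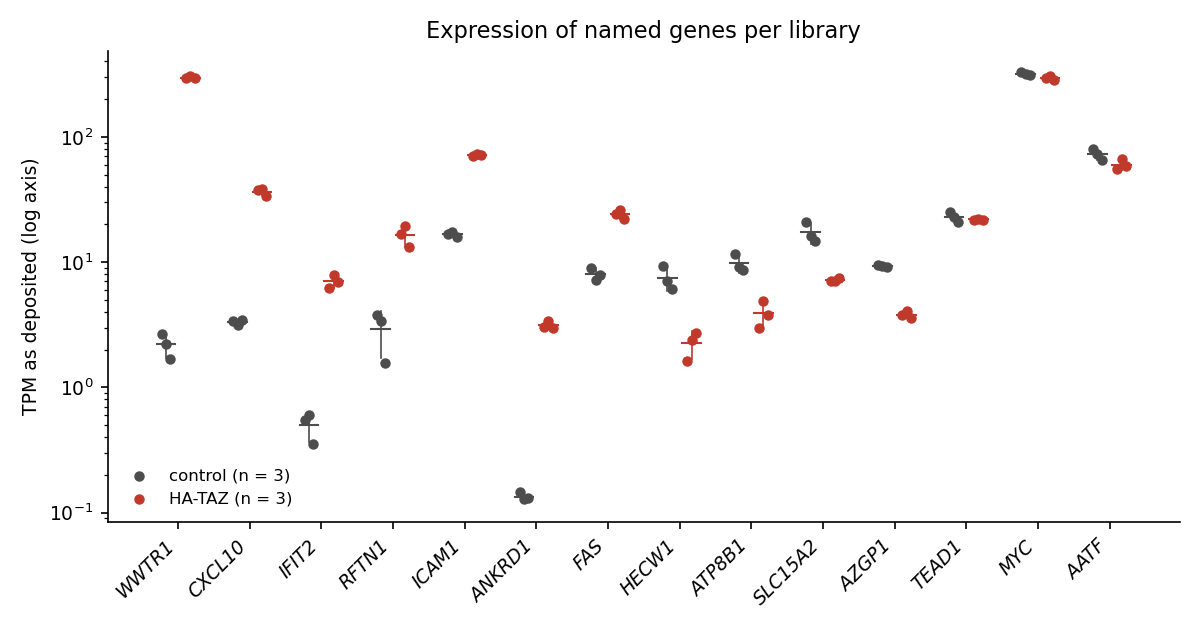
TPM as deposited, on a log axis, of 14 named genes in each of the 6 libraries. Points are libraries, horizontal lines are group means and vertical lines are 1 SD (n = 3 per group). WWTR1 lies at 293 to 306 TPM in the HA-TAZ libraries and at 1.69 to 2.69 TPM in the controls, whereas AATF overlaps between the groups.

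The libraries differed in composition. The signal recognition particle RNAs RN7SL1 and RN7SL2 together took 15.1 ± 0.831% (SD, n = 3) of TPM in HA-TAZ libraries and 11.4 ± 1.81% (SD, n = 3) in controls, without overlap (exact permutation p = 0.1). RN7SK took 11.9 ± 0.621% and 12.8 ± 0.789% (SD, n = 3 each), with overlap. Protein-coding genes took 44.4 ± 2.66% and 50.4 ± 3.84% (SD, n = 3 each), also with overlap. Genes with at least 1 TPM numbered 20534 to 21395 in HA-TAZ libraries and 23120 to 23807 in controls. Because TPM is a share, differences of this kind can shift all other genes, and libraries were therefore rescaled. The median log2 fold change over all tested genes was −0.03 after rescaling and −0.27 with TPM as deposited. Which RNAs account for this shift was not tested.

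**Figure D2:**
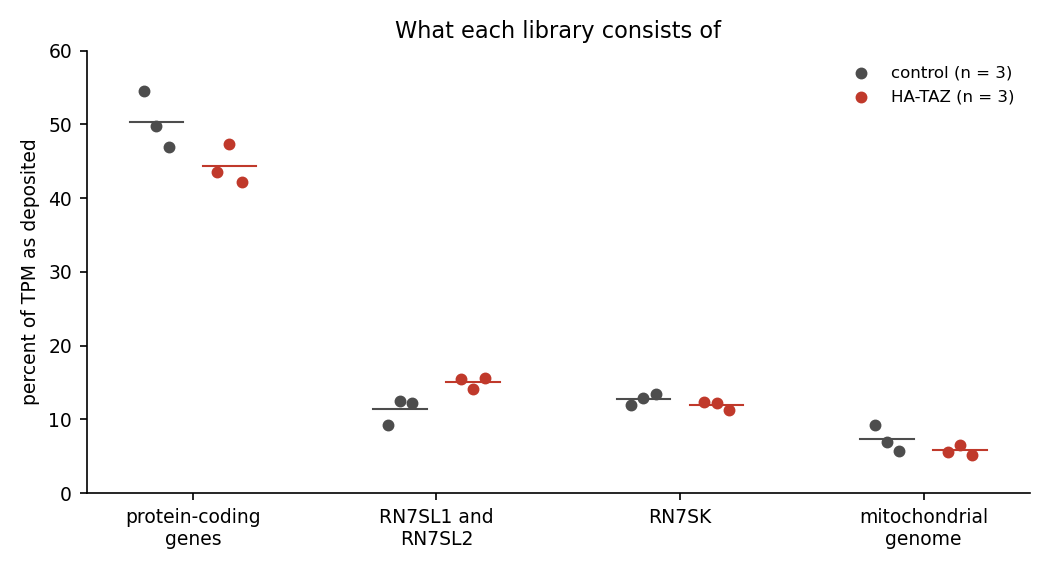
Percent of TPM as deposited taken by protein-coding genes, by RN7SL1 and RN7SL2, by RN7SK and by genes of the mitochondrial genome. Points are libraries and lines are group means (n = 3 per group). RN7SL1 and RN7SL2 take 14.1% to 15.6% in the HA-TAZ libraries and 9.27% to 12.5% in the controls.

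The first principal component of the scaled log2 values held 35.4% of the variance and separated the groups. HA-TAZ libraries had scores from −42.7 to −23.3 and controls from 22.04 to 46.0. Pearson correlations across genes were 0.965 to 0.967 between HA-TAZ libraries, 0.949 to 0.960 between controls and 0.936 to 0.958 between the groups. These describe pairs of libraries, since genes are not independent replicates.

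Of the 22651 genes tested, 1652 had an adjusted p-value under 0.05 (limma, Benjamini-Hochberg), with 1057 higher and 595 lower in HA-TAZ libraries. At an unadjusted p-value under 0.05 there were 6959. The groups did not overlap for any of the 1652 called genes, and did not overlap for 38.5% of all tested genes, where chance gives 10%. At least 2-fold changes were found for 185 called genes, 114 higher and 71 lower. The direction depended on the scaling. With TPM as deposited 3329 genes were called, of which 7.84% were higher, against 64.0% after rescaling. With protein-coding genes only, 2750 were called and 54.4% were higher. The count also fell when any library was left out, to 118 without HA-TAZ 1 at the lowest. Among protein-coding genes, 875 were called higher and 254 lower after rescaling. Long non-coding genes went the other way, with 25 higher and 135 lower, as did pseudogenes, with 10 higher and 52 lower, and short non-coding genes, with 35 higher and 68 lower. The median log2 fold change was 0.06 over protein-coding, −0.18 over long non-coding, −0.21 over pseudogene and −0.25 over short non-coding genes. With TPM as deposited the median over protein-coding genes was −0.20.

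**Figure D3:**
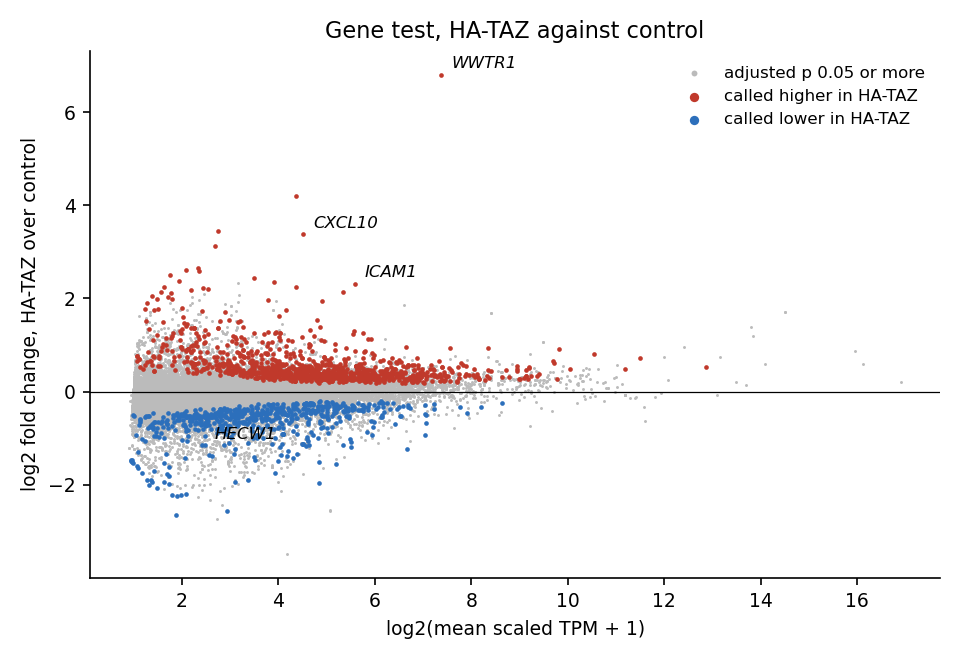
Log2 fold change of HA-TAZ over control against log2(mean scaled TPM + 1) for the 22651 tested genes. Red points are the 1057 genes called higher, blue points the 595 called lower and grey points the others. WWTR1 lies apart at a log2 fold change of 6.80, and the split between higher and lower depends on the scaling.

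After WWTR1, the protein-coding genes with the largest rises at a pseudocount of 1 were CXCL10, UBD, IFIT2, RFTN1 and ICAM1. This ranking depended on the pseudocount. At 0.1, UBD rose by 4.60, ANKRD1 by 4.01, IFIT2 by 3.86 and CXCL10 by 3.71 on the log2 scale. CXCL10 (ENSG00000169245) was at 36.5 ± 2.46 TPM in HA-TAZ and 3.32 ± 0.144 TPM in control libraries (SD, n = 3 each), with a log2 fold change of 3.38 (SE 0.08, limma, Benjamini-Hochberg adjusted p = 1.32e-04). ICAM1 (ENSG00000090339) was at 71.4 ± 1.06 and 16.7 ± 0.841 TPM (SD, n = 3 each), with a log2 fold change of 2.32 (SE 0.06, limma, Benjamini-Hochberg adjusted p = 2.55e-04). IFIT2 (ENSG00000119922) rose by 2.60 and RFTN1 (ENSG00000131378) by 2.45 on the log2 scale. RFTN1 lost its call without HA-TAZ 1 (limma, Benjamini-Hochberg adjusted p = 0.0611) and without HA-TAZ 2 (0.0545). UBD (ENSG00000213886) rose by 2.62 on the log2 scale. Another gene ID of UBD, ENSG00000206468, rose by 4.21 but has no gene type and was left out of the ranking. Reads of UBD were split over several gene IDs, and the sum over all of them was 50.03 ± 4.19 TPM in HA-TAZ and 1.83 ± 0.278 TPM in control libraries (SD, n = 3 each, exact permutation p = 0.1).

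The protein-coding genes with the largest falls at a pseudocount of 1 were AC006538.4, HECW1, ATP8B1, SLC15A2, SCGB3A2 and AZGP1. AC006538.4 (ENSG00000267001) was listed at 0 in all 3 HA-TAZ libraries and at 2.88, 2.76 and 0.804 TPM in control a, control b and control c, so no fold is given. HECW1 (ENSG00000002746) was at 2.25 ± 0.562 TPM in HA-TAZ and 7.46 ± 1.63 TPM in control libraries (SD, n = 3 each), with a log2 fold change of −1.14 (SE 0.16, limma, Benjamini-Hochberg adjusted p = 0.0249). AZGP1 (ENSG00000160862) was at 3.79 ± 0.229 and 9.34 ± 0.180 TPM (SD, n = 3 each), with a log2 fold change of −0.85 (SE 0.07, limma, Benjamini-Hochberg adjusted p = 0.00767). The log2 fold changes of ATP8B1 (ENSG00000081923), SLC15A2 (ENSG00000163406) and SCGB3A2 (ENSG00000164265) were −0.90, −0.87 and −0.86. Of these 6 genes, AZGP1 alone kept its call in each fit that left out a library.

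The partners and genes named in the title or close to TAZ changed little. YAP1, TEAD2, TEAD3 and TEAD4 were below the filter on level. The means of YAP1 were 0.00579 and 0.00274 TPM and those of TEAD3 0.718 and 0.801 TPM in HA-TAZ and control libraries. TEAD1 (ENSG00000187079) had a log2 fold change of 0.23 (limma, Benjamini-Hochberg adjusted p = 0.0648), MYC (ENSG00000136997) of 0.18 (0.0859) and AATF (ENSG00000108270) of 0.03 (0.729). None of these 3 passed the threshold. The 3 changes turned negative with TPM as deposited. MYC was at 295 ± 9.52 TPM in HA-TAZ and 320 ± 8.07 TPM in control libraries as deposited, and at 325 ± 11.3 and 286 ± 12.96 scaled TPM (SD, n = 3 each).

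The fixed lists separated into lists that rose and lists with no shift. The list results are BH-adjusted camera p-values from limma. Interferon-stimulated genes had a median log2 fold change of 0.57 over 19 tested members (adjusted p = 4.70e-11). Of these, 10 were called higher and 0 lower over all genes, against 16 and 0 adjusted over the list alone and 16 and 0 at an unadjusted p-value under 0.05. IFIT2, IFIT3 (log2 fold change 1.79), IFIT1 (1.48) and IFI44 (1.15) had the smallest adjusted p-values. MYC targets had a median of 0.20 over 57 tested members (adjusted p = 4.70e-11 by limma's camera), with 11 called higher over all genes and 34 adjusted over the list alone, and 0 lower in both. At an unadjusted p-value under 0.05, 37 members were higher and 0 lower. The members with the smallest adjusted p-values were PES1 (0.37), DUSP2 (0.72), GRWD1 (0.52) and PHB (0.36, all log2 fold changes). The median of this list was −0.10 with TPM as deposited, which still lay above the median of all genes (−0.27). The p53 targets had a median of 0.25 over 22 tested members (adjusted p = 7.31e-04 by limma's camera), with 5 called higher and 1 lower over all genes, and 6 and 1 adjusted over the list alone. FAS rose by 1.75, GADD45A by 0.88 and TP53INP1 by 0.51, and SESN1 fell by 0.49 on the log2 scale. The median of the list was 4.12e-04 with TPM as deposited.

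The tested target genes of YAP and TAZ showed no shift as a list. Only 6 of 22 passed the filter on level, with a median of −0.03 (limma's camera, adjusted p = 0.445). ANKRD1 (ENSG00000148677) was at 3.14 ± 0.237 TPM in HA-TAZ and 0.134 ± 0.00921 TPM in control libraries (SD, n = 3 each), with a log2 fold change of 1.99 (SE 0.09, limma, Benjamini-Hochberg adjusted p = 0.00135). GADD45A was also higher, and DOCK5 was lower (−0.42). The same 2 and 1 were called adjusted over the list alone. The other 16 targets were below the filter and not tested. In scaled TPM, 5 of them were higher in HA-TAZ libraries without overlap between the groups (AMOTL2, IGFBP3, LATS2, MYOF and TGFB2). Another 4 were lower without overlap (AXL, NT5E, PTPN14 and CCN2, listed as CTGF) and 7 overlapped. Chance gives 10% without overlap, but 38.5% of all tested genes did not overlap. A change specific to these targets can therefore not be read from the counts. The counts were 4 higher, 6 lower and 6 overlapping with TPM as deposited. These genes were named after their values were seen. For example, MYOF had means of 0.350 and 0.0892 TPM and AXL of 0.168 and 0.354 TPM in HA-TAZ and control libraries. Cell cycle genes had a median of 0.00 over 94 members (limma's camera, adjusted p = 0.407). BUB1 (0.30), RANGAP1 (0.44) and CDC20 (0.28, log2 fold changes) were called higher and 0 lower over all genes, and 0 were called in either direction adjusted over the list alone. At an unadjusted p-value under 0.05 there were 18 higher and 4 lower members. Without HA-TAZ 3 the list passed the threshold (limma's camera, adjusted p = 0.0378). Plasma cell genes had a median of −0.03 over 13 members (limma's camera, adjusted p = 0.830). SLAMF7 rose by 0.95 and CD38 fell by 0.61 on the log2 scale, and 3 higher and 3 lower were called adjusted over the list alone. Under fry, the calls of the interferon, MYC and p53 lists held and the list of YAP and TAZ targets was called higher as well (limma's fry, adjusted p = 3.55e-04). Under camera with an estimated correlation, only the call of the interferon list held (limma, adjusted p = 0.0105).

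**Figure D4:**
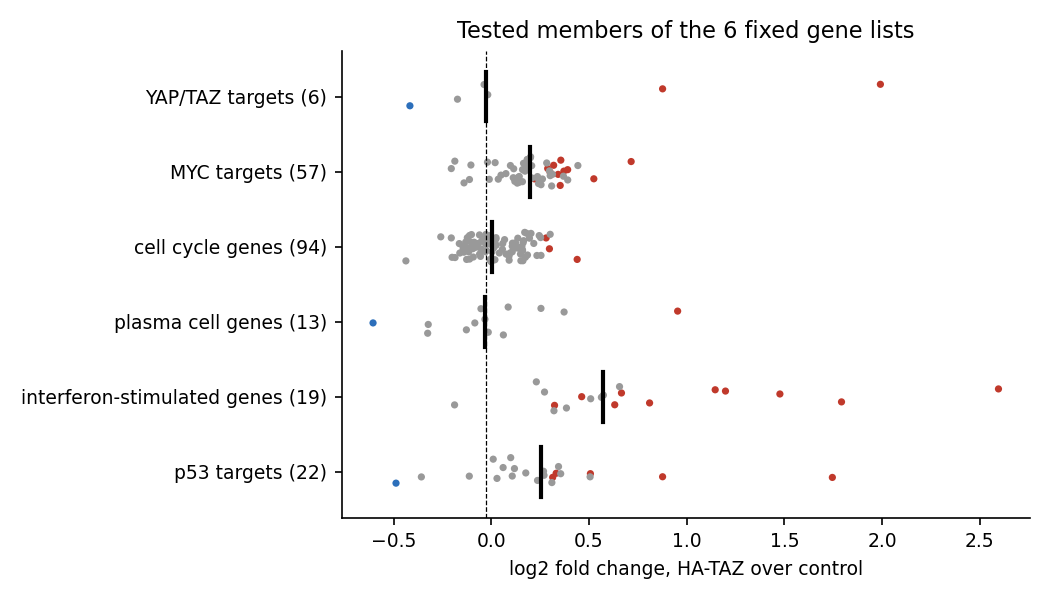
Log2 fold change of HA-TAZ over control for the tested members of the 6 fixed lists, whose number is given after each name. Red and blue points are members called higher and lower over all genes, grey points are the others, thick lines are list medians and the dashed line is the median of all tested genes. The median of the interferon-stimulated genes lies at 0.57 and that of the cell cycle genes at 0.00, after rescaling between libraries.

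Of 57448 transcripts tested, 324 were called (limma, Benjamini-Hochberg adjusted p under 0.05), 262 higher and 62 lower in HA-TAZ libraries, and 13949 had an unadjusted p-value under 0.05. The count moved most, as a ratio, when HA-TAZ 2 was left out, to 13 calls, and by the largest difference at a mean TPM of at least 5, to 846 calls. Of these 846 transcripts, 48.0% were higher. In the authors' deposited table, 6220 transcripts of 5015 genes had a q-value under 0.05, 4472 with a positive and 1748 with a negative effect. The sign of the effect in the authors' deposited table was that of the deposited TPM ratio for 91.7% of these transcripts. Effects in the authors' deposited table lay above the natural log of the TPM ratio by a median of 0.225, and their own median was −0.00254, so a scaling between libraries had been applied that the TPM values lack. Of the 324 transcripts called here, 284 had a q-value under 0.05 in the authors' deposited table, and all 284 had the same sign. For the main WWTR1 transcript ENST00000467467.1, the authors' deposited table gave an effect of 10.5 on the natural log scale with a standard error of 0.380. This transcript was listed at 0 TPM in every control library, so no fold is read from this effect. For the MYC transcript ENST00000377970.2, the authors' deposited table gave an effect of 0.145 with a standard error of 0.0415 and a q-value of 0.0142. A second MYC transcript, ENST00000259523.6, had an effect of 0.473 with a standard error of 0.130 and a q-value of 0.00924 in the authors' deposited table, and 3 others had q-values of 0.05 or more. For the AATF transcript ENST00000225402.5, the authors' deposited table gave an effect of 0.167 with a standard error of 0.0535 and a q-value of 0.0365, and 7 other AATF transcripts had q-values of 0.05 or more.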

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

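WWTR1 was higher and called under each of the alternatives run, with a log2 fold change from 6.55 with TPM as deposited to 7.33 with a pseudocount of 0.1, and from 6.71 to 6.85 across the 6 fits that each left out one library. No paired analysis was possible because the numbers of the control columns come with a name, scr, that is in no label. They could not be tied to the numbered wild type samples, and no label says that a number marks a shared batch or day.

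The 1652 called genes became 1062 without a filter on level (77.0% higher), 3329 with TPM as deposited (7.84% higher), 2750 with protein-coding genes only (54.4% higher) and 758 with limma without trend (60.8% higher). They numbered 1861 at a mean TPM of at least 5 (50.7% higher). Of the 1652, 850 were also called with TPM as deposited. That setting shifts the median of all genes to −0.27, which accounts for the excess of falls. The 185 genes changed at least 2-fold became 362 with TPM as deposited (19.9% higher) and 100 with protein-coding genes only (93.0% higher). The 324 called transcripts (80.9% higher) became 184 without a filter on level (90.8% higher) and 846 at a mean TPM of at least 5 (48.0% higher). They numbered 120 with TPM as deposited (57.5% higher) and 154 without trend (87.7% higher). Apart from the shift with TPM as deposited, the cause of these moves was not tested. Transcripts in the authors' deposited table fell from 6220 to 3343 at a q-value under 0.01.

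Across the 6 fits that each left out one library, called genes ranged from 118 (without HA-TAZ 1) to 470 (without control c), genes changed at least 2-fold from 78 to 164 and called transcripts from 13 to 124. At an unadjusted p-value under 0.05 these fits had 5097 to 6492 genes. Fewer libraries entered these fits.

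The interferon list was called under each alternative, with adjusted camera p-values from 8.89e-21 to 0.0105 (limma, over all alternatives other than fry). The MYC list lost its call under camera with an estimated correlation (adjusted p = 0.150; 2.06e-15 to 0.0298 under the other alternatives). The p53 list lost it under that setting (0.150) and at a mean TPM of at least 5 (0.107), with 9.05e-05 to 0.0249 under the others. The median of the p53 list was 0.12 at a mean TPM of at least 5. It ranged from 0.14 (without control a) to 0.27 (without control c) across the fits that left out a library. The list of YAP and TAZ targets was called higher under fry (3.55e-04) and with TPM as deposited (0.0365). Its median was −0.03 and −0.26 in these fits, the latter just above that of all genes (−0.27). Its direction turned at a mean TPM of at least 5 (0.219). There ANKRD1 and GADD45A, the members with a rise, were not tested. The other members had negative log2 fold changes in the main fit, which accounts for the turn. The other adjusted p-values of this list lay between 0.183 and 0.782. The cell cycle list was called higher without a filter on level (0.0121). Its direction turned at a mean TPM of at least 5 (0.290), with quantile normalization (0.141), with protein-coding genes only (0.164) and with TPM as deposited, where it was called lower (0.00107). Leaving out a library gave 0.0378 (without HA-TAZ 3) to 0.701. The plasma cell list was called lower with quantile normalization (0.0400), and its direction turned without a filter on level (0.649). Leaving out a library gave 0.556 to 0.939, with the direction turned without HA-TAZ 2, HA-TAZ 3 or control b. Apart from that turn of the YAP and TAZ targets, the cause was not tested for any of these lists.

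TEAD1, MYC and AATF, which were not called, turned negative with TPM as deposited (−0.058, −0.12 and −0.27), as did CDC20 (−0.014). MYC (−0.0046) and AATF (−0.050) turned with quantile normalization, and AATF also at a mean TPM of at least 5 (−0.026) and without control c (−0.0081, with 0.063 as the highest value across the fits that left out a library). The setting with TPM as deposited moves all genes down; the cause of the others was not tested. Of the 29 other named genes that were called, 9 kept their call in each of the 6 fits that left out a library and 20 lost it in at least 1. These 9 were CXCL10, UBD, IFIT1, IFIT2, IFIT3, ICAM1, ANKRD1, FAS and AZGP1. Under the other settings calls of named genes were lost in 22 cases, over 10 genes, with CDC20 the 1 case whose direction also turned. At a mean TPM of at least 5, 9 named genes were not tested, since their mean is lower: AC006538.4, ANKRD1, GADD45A, HECW1, IFI44, IFIT1, IFIT2, IFIT3 and UBD. AC006538.4 was also below the filter without control a or without control b. UBD has no value with genes of the same symbol merged, where its gene IDs form 1 gene, and AATF none with protein-coding genes only, since its gene ID has no type in GENCODE release 29.

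The real grouping was compared with the 10 splits of the 6 libraries into 3 and 3. As many called genes, called genes changed at least 2-fold and called transcripts were found in 1 of the 10 splits each, the real one. A camera p-value as small was found in 1 split for the interferon, MYC and p53 lists, in 5 for the YAP and TAZ targets, in 10 for the cell cycle genes and in 7 for the plasma cell genes. With 10 splits the share is never under 0.1, so the splits cannot exclude a grouping by chance. A count test and a fit with a replicate block, both planned before the data were examined, were not run. The depth of each single library was unknown. For a typical library, the means in the authors' deposited table imply a median of 37.4 estimated counts for genes with a mean TPM from 0.8 to 1.2, a counting error of about 16.3%.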

Other observations

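The tests on B cell markers, on NF-kB target genes, on the transfer of the construct, on WWTR1 transcripts and on the scaling and the positions of short RNA copies were chosen after the result they concern had been seen; those on list medians, monocyte markers, genomic DNA and unspliced RNA were set before theirs.

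Genes outside the interferon list that rose with it, among them CXCL10 and ICAM1, are also known targets of NF-kB. A list of 34 NF-kB target genes, written after these rises were seen and without CXCL10 and ICAM1, had 19 tested members and shares 0 genes with the interferon list. Its median log2 fold change was 0.52, with 14 members called higher and 0 lower, and 17 and 0 at an unadjusted p-value under 0.05 (camera of limma, unadjusted p = 1.72e-14; fry p = 1.30e-05; camera with an estimated correlation p = 0.00418). CCL3, BCL3, TNFAIP3 and IRF1, named here after their values were seen, had log2 fold changes of 1.96, 1.11, 1.09 and 1.02. The list lay at percentile 100 of 10000 random protein-coding lists matched on mean expression, and its median stayed at 0.25 with TPM as deposited, so neither a trend with level nor the scaling accounts for it. A wider NF-kB response in the HA-TAZ cells is a candidate explanation, found and tested on the same libraries. Whether it would follow TAZ or the transfer of a construct stays open, as for the interferon list. Sharing 0 genes with the interferon list does not show a separate response. Whether members of the NF-kB list rose through interferon was not tested.

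Interferon-stimulated genes lay at percentile 100 of matched lists and had a median of 0.39 with TPM as deposited, above 0 in each HA-TAZ library, which argues against a trend with level and against the scaling. Cells of another type in the HA-TAZ libraries would bring their abundant transcripts. The 11 B cell markers had a median rise of 0.00410 scaled TPM, and MS4A1 was at 0.125 scaled TPM in HA-TAZ and 0.00917 in control libraries. The largest rise was that of CD74, by 203 scaled TPM, from 223 in controls, and HLA-DRA rose by 7.93 scaled TPM. The 10 monocyte markers had a median rise of 0.00326 scaled TPM, the largest being 6.32 for CTSS, with LYZ at 0.0340 and S100A8 and S100A9 listed at 0. Of these markers 3 in each list were at 1 scaled TPM or more in the control cells. These values argue against mixed-in B cells or monocytes as the source. What stays open is whether the rise (median 0.57) follows TAZ or the transfer of a construct into the cells. The treatment label does not say whether the control cells were given one. The titles of the wild type samples carry HA as well, and the control columns are named scr, a name whose meaning is not stated. TAZ and the transfer of a construct can therefore not be told apart here.

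MYC targets and p53 targets rose less. Against matched protein-coding lists, which had a median of 0.11 and 0.06, MYC targets lay at percentile 99.8 and p53 targets at percentile 99.96, so the general rise of protein-coding genes of their level does not account for either. The scaling remains an open explanation for the sign. The median of MYC targets was −0.10 with TPM as deposited, below 0 in all 3 HA-TAZ libraries, and that of p53 targets under the same setting was 4.12e-04, at 0 within the spread of the libraries. Relative to all genes under that setting the lists lay higher by 0.17 and 0.27, so that their rise may hold only relative to other genes. Cell cycle genes lay at percentile 0 and plasma cell genes at percentile 2.13 of their matched lists, whose medians were 0.10 and 0.11, and YAP and TAZ targets at percentile 40.6. By this comparison the cell cycle genes stayed behind protein-coding genes of the same level, although MYC targets did not. Random lists do not carry the correlation between the members of a list, which was estimated at 0.175 for the cell cycle genes. Camera did not call this list with protein-coding genes only (limma, adjusted p = 0.164, median −0.06) or with the estimated correlation (0.871). Whether the cell cycle genes stayed behind is therefore uncertain.

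Short non-coding RNAs and pseudogenes were lower in HA-TAZ libraries by their medians. The summed level of 9763 processed pseudogenes fell by only 0.09 on the log2 scale, with a spread within groups of 0.03, so the tests that follow bear on the short RNAs. Copies of U6, U7 and Y RNAs scattered over the genome served as a probe, since reads assigned to such copies may come from transcripts or DNA that span them. Their summed level fell by 0.50 on the log2 scale in scaled TPM, by 0.80 with TPM as deposited and by 0.62 relative to protein-coding genes, a log2 ratio of −0.62, so the scaling does not account for the fall. The 700 copies inside other genes on the same strand (GENCODE release 29) were at 5.001 ± 0.267 scaled TPM per copy in HA-TAZ and 7.25 ± 0.336 in control libraries (SD, n = 3 each), a log2 ratio of −0.54. The 637 copies inside genes on the opposite strand had a log2 ratio of −0.54 as well, at 5.61 ± 0.483 scaled TPM per copy in controls (SD, n = 3). The 846 copies outside genes were at 0.879 ± 0.0249 and 1.05 ± 0.0537 scaled TPM per copy (SD, n = 3 each), a log2 ratio of −0.26. Per the labels' protocols the RNA was treated with DNase. Genomic DNA would give the same level inside and outside genes. The level was 6.88 times higher inside genes in controls, and the fall was larger inside than outside by a log2 difference of −0.27, which argues against less DNA as the whole cause. The share of TPM of protein-coding genes on retained-intron transcripts was 8.92 ± 0.204% in HA-TAZ and 10.2 ± 0.119% in controls (SD, n = 3 each), a log2 ratio of −0.19. Less unspliced RNA in the HA-TAZ libraries is therefore a candidate explanation for the copies inside genes. It was not tested for pseudogenes or long non-coding genes. Whether it reflects the RNA preparation or the cells was not tested. For copies outside genes, the cause stays open. Olfactory receptor genes, which are silent in most cells, had a log2 ratio of −0.30, close to that of these copies. However, these 349 genes together were at only 19.956 ± 0.498 scaled TPM in control libraries (SD, n = 3). Per gene, this lies far below the 1.05 scaled TPM per copy outside genes in controls. It also lies below the size of the fall of these copies, to 0.879 in HA-TAZ libraries. These levels would argue against less DNA only if TPM can be compared between short RNA copies and olfactory receptor genes. That was not tested, so the values do not decide whether less DNA is the cause outside genes. Less transcription past gene ends would also give a fall, and was not tested. The similar levels on both strands of genes are consistent with a quantification that did not use the strand of the libraries, which was not tested further.

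The WWTR1 signal of the HA-TAZ libraries lay almost wholly on transcripts that end before the stop codon or shortly past it. The 3 transcripts that carried the rise held 98.8% of WWTR1 TPM. In GENCODE release 29, ENST00000467467 ends 198 bases past the stop codon, ENST00000494754 ends 86 bases past it and ENST00000485352, with 27.8% of the TPM, is annotated with an incomplete end and holds only 416 of the 1200 coding bases. ENST00000465804, which extends 3573 bases past the stop codon, was at 0.281 TPM in HA-TAZ libraries, below its 0.489 TPM in controls, which argues against induction of the endogenous gene. A construct that carries the coding sequence without most of the native 3 prime untranslated region is a candidate explanation. With this, the endogenous WWTR1 level would not have risen, and sites for microRNAs in that region would be missing from the expressed RNA. The annotation release of the authors may differ in these transcript ends.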
